A study of Mus musculus with 8 samples.

How the data were processed

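Microglia, the resident macrophages of the brain, were sorted from the hypothalamus of young wild-type mice 20 hours after dye-labelled plasma protein had been injected, per the labels and the series description. The sorted cells were divided into plasma-positive and plasma-negative microglia. RNA was extracted with a micro-scale column kit and made into libraries with Smart-seq2, a full-length protocol for small amounts of RNA that carries no molecular identifiers, per the labels' protocols. There were 8 libraries, 4 in each group, and each library's group and replicate number were taken from its title. The pairing of replicate numbers across the groups comes from those titles alone, and the labels do not say whether libraries with the same number came from the same animal.

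The deposited count table holds whole-number read counts per gene, 1 column per library, made by the authors from alignments kept as top hits, per the file headers. The deposited RPKM table holds reads per kilobase of exon scaled to library size for the same genes and libraries, per the file headers. The aligner, the counting tool, their versions, the treatment of multi-mapping reads and of strand, and the genome build are not stated in the headers or labels. Both tables list 35583 genes. Of their identifiers, 35546 (99.9%) were in GENCODE M21, an annotation of mouse build GRCm38, and 35397 genes had the same start and end there, so exon lengths, GC content and gene types were taken from that annotation. Coordinates in the text are those of the deposited tables. Dividing the counts by the RPKM values gave, for each library, a constant times the merged exon length in that annotation. This was computed over 6888 genes, and that constant is called the RPKM total below. It was larger than the sum of the gene counts in every library, and the files do not say which further reads it includes. The 13 mitochondrial genes were listed with 0 counts in all libraries, and 15739 genes had 0 counts throughout. Exons of 9411 genes overlapped exons of another gene, and 32 neighbouring pairs had identical nonzero counts, so values of overlapping and antisense genes are uncertain. The same holds for genes with near-identical copies, such as ribosomal protein genes, Fth1, Tubb5, H2-D1 and Lyz2.

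Total counts ranged from 2963094 to 21422738 per library. The floor for calling a gene seen was 3 counts, which covers counting error only, since amplified reads without molecular identifiers are not independent molecules.

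Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM factors, the default expression filter by group, and the quasi-likelihood F test of group with no other covariate. P-values were adjusted by the Benjamini-Hochberg method and a gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes are the fold change divided by the square root of F. CPM values are counts scaled to library size with TMM factors, with a prior count of 2 where logs were taken. Of 20 gene sets fixed before the data were examined, those with at least 5 tested members were tested with camera in limma 3.58.1, two-sided, with an inter-gene correlation of 0.01. Library totals, genes with at least 5 counts and similar single values were compared with exact two-sided permutation tests over the 70 assignments of libraries to groups, for which the smallest p is 0.0286. Separation of the groups was the mean distance between groups minus that within groups, over log2 CPM of the 500 most variable genes.

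The genes named were chosen by a rule set before the data were examined. They are the 8 called genes with the smallest p in each direction whose libraries did not overlap between groups, up to 4 called members of each fixed set, and 7 genes fixed by name whatever their values (Cx3cr1, P2ry12, Tmem119, Csf1r, Mrc1, Xist and 1 gene that is not reported here).

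On simulated counts drawn for the 13277 tested genes from the real means and library sizes, 200 genes were changed by 2 on the log2 scale. The expression filter kept 12874 genes. Of the 191 changed genes that passed the filter, 118 (61.8%) were called, all with the right sign, with 1 false call. All of the 39 changed genes at high expression (at least 64 CPM) were called. Without any change, 1 gene was called. When a trend in length was added, there were 1240 false calls without the length and GC correction and 2 with it. With the correction, 109 of 195 changed genes were called. The real libraries gave only 187 calls in all without it, so the 1240 do not estimate false calls from the trend seen there. The check shows how the correction handled the added length trend, and does not test it on a GC trend or on the real one.

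Alternatives set before the data were examined were other normalizations (relative log expression, upper quartile, totals only), other filters (none, at least 1 CPM in 4 libraries, mean count of at least 50), DESeq2 1.42.0, limma-voom with quality weights, limma on log2 of the RPKM values plus 1 or plus 0.1, the replicate number as a block, other thresholds, and leaving out each library in turn. Chosen after seeing the data were thinning all libraries to the smallest total, leaving out genes with overlapping exons, a per-library loess correction for exon length and GC content (span 0.3) with and without the block, and added normalizations for the gene sets. Annotation was read and figures were drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.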

Results

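Gene expression was measured by bulk RNA sequencing in microglia sorted from mouse hypothalamus by whether they carried injected, dye-labelled plasma protein. The comparison asks which genes differ between the microglia that had taken up the labelled protein and those that had not. The 4 plasma-negative libraries (replicates 1 to 4) held 21422738, 15206086, 16329713 and 2963094 counts, and the 4 plasma-positive libraries held 9566295, 20217265, 20562689 and 9421708. Mean log2 totals differed by 0.31, less than the spread between replicates (exact permutation test, two-sided p = 0.8, n = 4 per group). At least 5 counts were found for 13452 ± 1204 genes in plasma-negative and 14208 ± 954 genes in plasma-positive libraries (SD, n = 4; exact permutation p = 0.457). After thinning to the smallest total these were 12175 ± 337 and 12330 ± 450 genes (SD, n = 4; exact permutation p = 0.686). Xist, expressed from the inactive X chromosome of females, had at most 5 counts in any library, and the Y-linked gene Ddx3y, named after its values were seen, had between 114 and 1384 counts.

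The gene counts made up a larger part of the RPKM total in plasma-positive libraries. The share was 70.4% ± 2.8 in plasma-negative and 83.3% ± 1.3 in plasma-positive libraries (SD, n = 4), a difference of 12.8 percentage points with no overlap between groups (exact permutation p = 0.0286, the smallest this design allows). With the replicate number as a block, the same difference had an exact sign-flip p of 0.125, the smallest that 4 pairs allow. The 50 highest genes took 27.3% ± 0.7 of counts in plasma-negative and 29.9% ± 0.5 in plasma-positive libraries (SD, n = 4; exact permutation p = 0.0286). Genes annotated as other than protein-coding, of whatever type, are called non-coding here. Those without exon overlap took 1.08% ± 0.12 and 0.592% ± 0.046 of counts (SD, n = 4, exact permutation p = 0.0286).

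**Figure D1:**
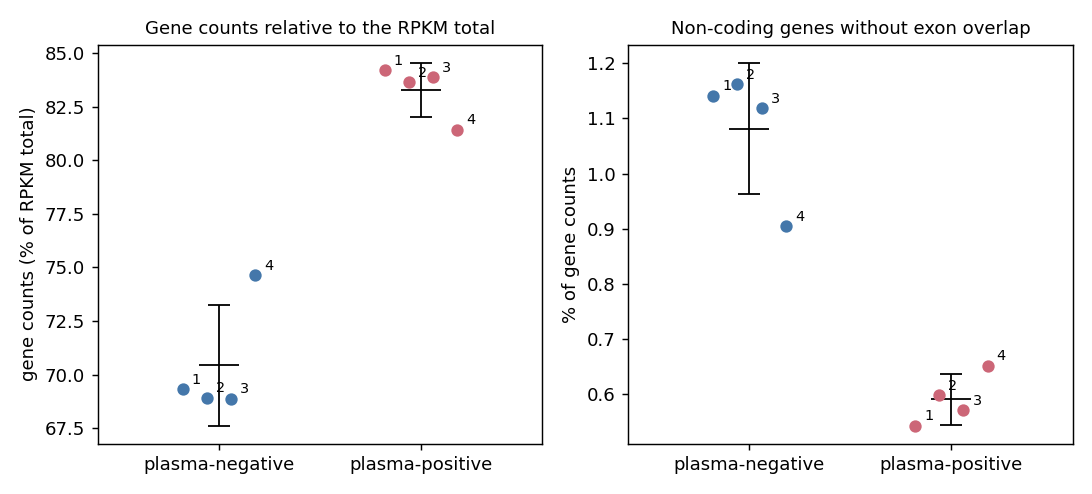
Left, gene counts as a percentage of the RPKM total. Right, the percentage of gene counts on genes annotated as other than protein-coding, without exon overlap. Points are libraries numbered by replicate, bars are mean ± SD (n = 4 per group), and the vertical axes do not start at 0. Plasma-negative replicate 4 lies at 74.6% on the left, above the other plasma-negative libraries and below the lowest plasma-positive library at 81.4%.

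Over the 500 most variable genes, distances between groups exceeded those within groups by 7.73 on the log2 CPM scale, more than in any other of the 35 splits of the libraries (exact permutation p = 0.0286). With the replicate number as a block the value was 15.9 (exact permutation within pairs, p = 0.125 over 8 swaps). Libraries with the same number deviated from their group means with a mean correlation across genes of 0.0167, against -0.00556 for libraries with different numbers, so the numbers did not visibly pair the libraries. Across genes, the mean correlation of log2 CPM was 0.832 within plasma-negative, 0.866 within plasma-positive and 0.83 between groups. Genes are not independent replicates.

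Of 13277 tested genes, edgeR called 187 at an adjusted p under 0.05, of which 112 (59.9%) were higher and 75 lower in plasma-positive microglia. At an unadjusted p under 0.05 there were 1831 genes. In all 187 called genes the 4 libraries of one group lay above the 4 of the other. Among all tested genes this held for 1364 (10.3%), where chance gives 2.86%. With the replicate number as a block, 74 genes were called, 52 higher and 22 lower, and 73 of them were among the 187, with the pairing check at 0.0167 as above. The alternative that moved the count most downward was the length and GC correction with the block, chosen after seeing the data, with 9 genes, while DESeq2 called 965. Scaling changed the split between directions. The higher share was 28.2% with library totals only (64 higher and 163 lower), where the median log2 change of all genes was -0.11, and 86.8% with limma on log2(RPKM + 1), where that median was 0.11. It was 85.6% with log2(RPKM + 0.1), with a median of 0.16, and 74.1% with the length and GC correction (43 higher and 15 lower).

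**Figure D2:**
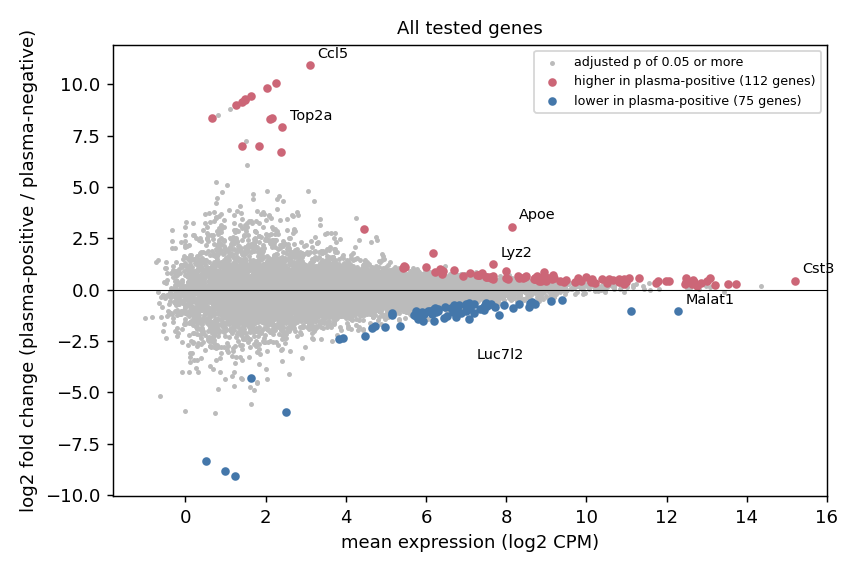
Log2 fold change of plasma-positive over plasma-negative microglia against mean expression in log2 CPM for 13277 tested genes, with 112 genes higher and 75 lower at an adjusted p under 0.05 (edgeR, n = 4 per group). Points far from 0 at low expression are genes nearly without counts in a group, so their plotted size is not a measured fold.

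Median exon length was 2843 bases for genes called higher, 10730 for genes called lower and 3975.5 for all tested genes. Of the genes called lower, 22 of 75 were annotated as other than protein-coding, against 0 of 112 called higher and 2172 of 13277 tested. Across the 5200 genes above 32 CPM, the log2 fold change had a Spearman correlation of -0.457 with exon length and 0.207 with GC content. After the length and GC correction these were -0.049 and -0.0692.

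**Figure D3:**
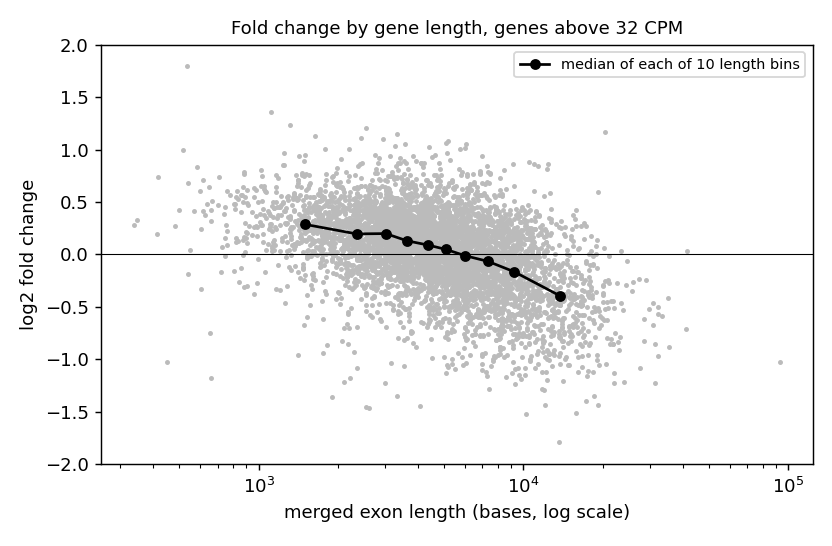
Log2 fold change against merged exon length in bases (log scale) for the 5200 genes above 32 CPM, with the median of each of 10 length bins in black. The medians run from 0.29 in the shortest bin to -0.39 in the longest, and 1 gene lies outside the vertical axis.

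The genes called higher with the smallest p included lysosomal, complement and lipid-transport genes. With the length and GC correction, 4 of these 8 (Psap, Cst3, C1qb and Cd81) were no longer called. Psap (ENSMUSG00000004207, chromosome 10, 60277627 to 60302597) rose from 3606 ± 108 to 4874 ± 151 CPM (SD, n = 4), a log2 change of 0.43 with an SE of 0.04 (edgeR, adjusted p = 0.00162). Cst3 (ENSMUSG00000027447, chromosome 2, 148871722 to 148875692) rose from 31913 ± 1931 to 43396 ± 2508 CPM, C1qb (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187) from 7079 ± 148 to 9415 ± 518 CPM, and Ctss (ENSMUSG00000038642, chromosome 3, 95526786 to 95556403) from 6916 ± 636 to 10399 ± 578 CPM. Their log2 changes were 0.44, 0.41 and 0.59 with the same adjusted p of 0.00162 in edgeR. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) rose from 58.8 ± 30.7 to 503 ± 111 CPM, a log2 change of 3.07 with an SE of 0.35 (edgeR, adjusted p = 0.00265). Cfl1, Cd81 and Fth1 rose by 0.72, 0.45 and 0.58 on the log2 scale (edgeR, adjusted p = 0.00234, 0.00265 and 0.00427). Of the exon length of Cfl1, a fraction of 0.165 overlapped Snx32.

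Among genes called lower, Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672), a nuclear non-coding RNA, went from 6719 ± 623 to 3252 ± 213 CPM (SD, n = 4), a log2 change of -1.05 with an SE of 0.07 (edgeR, adjusted p = 6.23e-05). Gm37376 lies wholly inside the exons of Malat1 on the other strand, so its change of -1.03 is not separable from that of Malat1. Luc7l2 (ENSMUSG00000029823, chromosome 6, 38551334 to 38609470) went from 197 ± 12.8 to 73.1 ± 11.3 CPM, a log2 change of -1.43 with an SE of 0.15 (edgeR, adjusted p = 0.00162), and a fraction of 0.189 of its exon length overlapped Gm26699. Nav2, Rbm25, Dock4 and Macf1 had log2 changes of -0.97, -1.16, -0.91 and -1.22, with exon lengths of 32228, 17376, 22923 and 31402 bases. Gm45640, annotated as other than protein-coding and inside an intron of another gene, had a change of -1.36. Adjusted p in edgeR was between 0.00458 and 0.00571 for these 5 genes. With the length and GC correction, Nav2, Rbm25, Dock4 and Macf1 were no longer called.

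Of the named genes, 47 were called and 27 of these stayed past the threshold in each of the 8 edgeR fits that left out a library. Of the 187 calls, 53 did so (36 higher and 17 lower), and 24 passed in no such fit. All named genes from the fixed sets that were called were higher in plasma-positive microglia. Lyz2 rose from 121 ± 25.6 to 286 ± 43.2 CPM (edgeR, adjusted p = 0.00571), and Ccl12 from 32.1 ± 8.2 to 112 ± 33.3 CPM (edgeR, adjusted p = 0.00732). Ifitm3 rose from 5.37 ± 4.30 to 38.3 ± 13.1 CPM (edgeR, adjusted p = 0.0196), and passed in 2 of the 8 fits. Csf1r, Ctsb, Ctsd, Olfml3, C1qc and Fcer1g had log2 changes of 0.28, 0.44, 0.25, 0.37, 0.28 and 0.50 and passed in all 8. With the length and GC correction 17 of the 47 were still called, among these 6 only Ctsb and Olfml3. A fraction of 0.344 of the exon length of Ctsd overlapped Gm49369 and 0.151 of that of Csf1r overlapped Hmgxb3. Tyrobp passed in 5 of the 8 fits and B2m in 3. Rps3 and C1qa passed in 2, and Lgmn, H2-D1, Fcgr2b and Rps14 in 1. The change of C1qa was 0.19 and turned to -0.07 with the length and GC correction.

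Ccl5 had 0 counts in all plasma-negative libraries and between 103 and 493 in plasma-positive ones, at least 16.6-fold higher (edgeR, adjusted p = 0.00473). Top2a, Ccnb2 and Cdc20 were at least 10.1-fold, 9.10-fold and 7.68-fold higher. Egr1 and Pomc were at least 6.66-fold and 5.26-fold higher but passed in none of the 8 fits that left out a library. Of the called genes, 14 higher and 3 lower had a group with no library above 3 counts.

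Among the genes fixed by name, Csf1r was called, Xist was not tested, and P2ry12, Tmem119, Cx3cr1 and Mrc1 were not called. Log2 changes were 0.16 for P2ry12, 0.11 for Tmem119, -0.11 for Cx3cr1 and 2.93 for Mrc1 (edgeR, adjusted p = 0.493, 0.427, 0.232 and 0.429). Adjusted over the 6 tested genes of that fixed list alone, 1 passed as well. The sign of Tmem119 turned under totals only and under the length and GC correction, and that of Cx3cr1 under limma on RPKM. The changes behind the turns under totals only and on RPKM were close in size to the shift of all genes in those fits.

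Of 18 gene sets with enough tested members, camera found 14 past an adjusted p of 0.05, all toward higher expression in plasma-positive microglia. With the replicate number as a block there were also 14, with the pairing check at 0.0167, and with the inter-gene correlation estimated there were 8, the alternative that moved this most. Mean log2 changes were 0.90 for genes of disease-associated microglia (24 genes, adjusted p = 1.19e-15), 0.42 for oxidative phosphorylation (77 genes, 1.85e-14), 0.33 for cytosolic ribosomal proteins (79 genes, 1.58e-12) and 0.29 for the lysosome (53 genes, 2.29e-12), all by camera in limma. They were 2.27 for proliferation (24 genes, 1.35e-09) and 0.98 for the interferon response (27 genes, 4.92e-05). Members with few counts can dominate such means. Medians for these 6 sets, in the same order, were 0.63, 0.46, 0.40, 0.25, 1.43 and 0.95, and log2 ratios of the mean summed CPM were 0.35, 0.44, 0.43, 0.29, 0.63 and 0.46. Summed CPM of the proliferation genes went from 552 ± 25.2 to 854 ± 32.3 (SD, n = 4; exact permutation p = 0.0286), and 3 of the 24 had a group with no library above 3 counts. Each of these 6 kept its sign under relative log expression, upper-quartile and totals-only scaling, whose shifts of all genes are smaller than these means, and under the length and GC correction. With that correction the means, in the same order, were 0.82, 0.27, 0.16, 0.24, 2.26 and 0.91. The means for oxidative phosphorylation and ribosomal proteins thus shrank most in proportion. Called members went from 4 to 0 and from 6 to 0 in these 2 sets, so part of their change follows length or GC content. The other sets past the threshold were oligodendrocyte markers with a mean of 2.14 and a median of 1.72, inflammatory cytokines with 0.98 and 0.35, endocytosis receptors with 0.33 and 0.18, complement with 0.64 and 0.19, class I presentation with 0.22 and 0.32, neuron markers with 2.95 and 2.37, and astrocyte markers with 1.90 and 2.13. Class II presentation had a mean of -0.06 and a median of 0.25 over 12 genes (camera in limma, adjusted p = 0.00337). Its summed CPM went from 16527 ± 1107 to 21632 ± 707 (SD, n = 4; exact permutation p = 0.0286), a log2 ratio of 0.39. Homeostatic microglial genes, border macrophage markers, dissociation-induced genes and endothelial markers did not pass, with adjusted p of 0.0766, 0.384, 0.427 and 0.8 by camera in limma. The homeostatic set did pass with upper-quartile scaling and in 2 of the 8 fits that left out a library, while its mean was 0.0027 with the length and GC correction (camera in limma, adjusted p = 0.859). Over the 441 tested genes of all sets together, edgeR called 44 with adjustment over all genes and 98 with adjustment over the list alone.

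**Figure D4:**
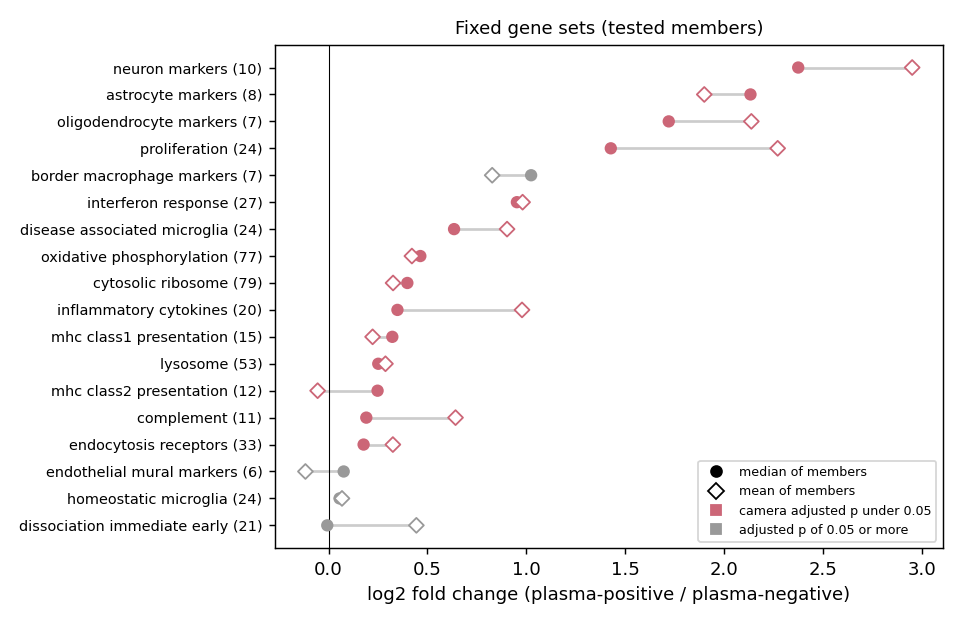
Median (filled circle) and mean (open diamond) log2 fold change of plasma-positive over plasma-negative microglia for the tested members of 18 fixed gene sets, with the number of members in brackets. Coloured sets passed an adjusted p of 0.05 by camera, 14 of 18; the homeostatic set, with a mean of 0.07, did not, and its sign turned to -0.05 with totals only.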

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

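The tests of genomic DNA, overlapping genes, depth (both tests) and mitochondrial reads for the counted share, and the test of plasma-positive cells in plasma-negative replicate 4, were chosen after the results were seen; the others below were set first.

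The RPKM total enters the comparisons of expression only through limma on RPKM values, and the counted share of it differed by 12.8 percentage points between the groups. Genomic DNA would spread reads evenly, but counts on 1416 olfactory and vomeronasal receptor genes reached at most 4.84% of what an even spread of the uncounted reads gives. Leaving out genes with overlapping exons left a gap of 5.0 percentage points between the lowest plasma-positive and the highest plasma-negative library. All 4 plasma-positive totals lay inside the plasma-negative range, so the gap of 6.78 points above the highest plasma-negative library restates the difference and does not test depth. At close totals the shares still differed. They were 83.6% and 83.9% in plasma-positive replicates 2 and 3 and 69.3% in plasma-negative replicate 1, whose total was nearest to both. Within the plasma-positive group the share was 81.4% at 9421708 counts, 84.2% at 9566295, 83.6% at 20217265 and 83.9% at 20562689. Adjusting for the log2 total with a slope shared by the groups left a difference of 13.3 points, so depth does not account for it. Mitochondrial genes held 0 counts, so mitochondrial reads in the total cannot be told apart from other causes. For unspliced or nuclear RNA, 547 genes inside introns were set against their host genes. Their median log2 ratio differed by -0.68 in plasma-positive libraries, but plasma-negative replicate 4 at -4.02 fell below plasma-positive replicate 4 at -4.01 (exact permutation p = 0.0571). The test had required no overlap, so unspliced RNA failed it by a narrow margin and is not excluded by it. The difference may be technical or biological, and it cannot be told apart from an effect of mitochondrial reads.

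A sample far from the others in its group was found in 17 of 152 groups of 4 libraries, where chance gives about 5%. Of these, 6 concern plasma-negative replicate 4, the library with the smallest total. Its counted share was 74.6%, against 69.3% for the nearest other plasma-negative library. Its intronic ratio was -4.02, against -3.43, and its non-coding share 0.905%, against 1.12%. Nav2 was at 208 CPM in it, against 238, Csf1r at 11473 CPM, against 10577, and Ifitm3 at 11.8 CPM, against 3.67. Each of these values lay on the side of the plasma-positive group. Depth was tested by thinning all libraries to its total, and its intronic ratio still differed by -0.49 from the nearest other plasma-negative library. Plasma-positive cells in the library were tested on 15 genes at least 4-fold higher by the fit without it, and the median gene lay 0 of the way to the plasma-positive mean. The genes differed widely, from -0.124 of the way for Apoe to 2.91, and 4 of the 15 lay above 0.2, Ifitm3 among them at 0.244. The projection of this library over all genes called without it, given under the other observations, put it 0.258 of the way. The median gene thus gave no sign of a mixture with plasma-positive cells, but it could easily miss one. Apart from Apoe, Ifitm3 and Ccl5, the genes had plasma-positive means of only 4.14 to 10.2 CPM. At the 2963094 counts of this library, part of such a level is few counts and can be missed. A mixture is therefore not excluded, and a difference in RNA quality or handling was not tested.

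The remaining values far from their group are single genes and libraries. In plasma-negative libraries they were Cfl1 at 471 CPM and Fth1 at 1916 CPM in replicate 2, Rbm25 at 258 CPM and Rps3 at 542 CPM in replicate 3, and H2-D1 at 887 CPM in replicate 1. Egr1 at 0.133 CPM in replicate 1 and Top2a at 0.116 CPM in replicate 3 rest on 3 and 2 counts, where the other plasma-negative libraries had 0. In plasma-positive libraries they were Tyrobp at 1505 CPM and the intronic ratio at -4.01 in replicate 4, Ccnb2 at 18.8 CPM in replicate 3, and the number of genes after thinning, 12998, in replicate 2. Thinning to the smallest total, run for plasma-negative replicate 4, also covered the intronic ratio of plasma-positive replicate 4. That ratio stayed at -4.01, against -4.44 to -4.38 in the other plasma-positive libraries, so depth does not account for it. No other explanation of the values in this paragraph was tested.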

How the results depend on the processing

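Under each refit with another normalization, filter, tool, block or library set, at least 186 of the 187 called genes that were tested kept their direction, or all of those tested where fewer were. Since the libraries of the groups did not overlap in any called gene, a change of filter, block or library set could hardly turn a sign. Nor could a scaling, which moves nearly all genes together. The median log2 change of all genes was 0.0058 with TMM and ran from -0.11 with totals only to 0.16 with limma on log2(RPKM + 0.1), while the smallest called change was 0.19 among genes called higher and 0.50 in size among genes called lower. Of these refits, only the length and GC correction tests the directions, and C1qa was the gene that turned. Among named genes, 991 comparisons with an alternative left direction and call in place, 223 lost the call, 4 gained it and 7 changed sign. Of these 7, 3 (Tmem119 with totals only and Cx3cr1 in both RPKM fits) came with a change close in size to the shift of all genes, so they say nothing about these genes.

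DESeq2 called 965 genes (481 higher, 484 lower), including all 187. Limma on log2(RPKM + 1) called 447 (388 higher) and on log2(RPKM + 0.1) 432 (370 higher). An adjusted p under 0.1 gave 407 (221 higher, 186 lower), and an absolute log2 change of at least 1 gave 65 (24 higher, 41 lower). Library totals only gave 64 higher and 163 lower. A mean count of at least 50 gave 117 lower and thinning to the smallest total, chosen after seeing the data, gave 122 lower. The RPKM values carry the group difference in the RPKM total, and the median log2 change of all genes went from -0.11 with totals only to 0.11 and 0.16 in these fits, toward the excess of higher calls. The cause of the other shifts was not tested.

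With the replicate block, 74 genes were called (52 higher, 22 lower), while the pairing check was 0.0167, so a call lost under the block is not shown to be a weaker effect. The length and GC correction, chosen after seeing the data, gave 58 calls (43 higher, 15 lower), of which 45 were among the 187. With the replicate block added it gave 9 (5 higher, 4 lower). Leaving out a library gave from 66 to 203 calls, from 41 to 126 higher and from 20 to 77 lower across the 8 fits. Leaving out mitochondrial, ribosomal RNA and haemoglobin genes could not move the calls, since these held almost no counts, and shows no stability.

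Among named genes, C1qa turned to -0.066 with the length and GC correction and -0.065 with the block added. Tmem119 turned to -0.0019 with totals only, -0.086 with the length and GC correction and -0.089 with the block added. Cx3cr1 turned to 0.0214 under limma on log2(RPKM + 1) and to 0.0214 on log2(RPKM + 0.1).

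Gene sets past the threshold numbered 8 with the inter-gene correlation estimated. The sets lost there kept mean log2 changes of 0.22 (class I presentation), 0.64 (complement), 0.98 (inflammatory cytokines), 2.95 (neuron), 1.90 (astrocyte) and 2.14 (oligodendrocyte), since only the test changed. The fry test also lost the neuron and astrocyte sets, at 2.95 and 1.90. With a mean count of at least 50 the astrocyte set was lost at 1.49, and markers of monocytes and neutrophils, with too few tested members otherwise, passed with a mean of 7.22 over 6 genes (camera in limma, adjusted p = 0.00496). Of these 6, 4 had a group with no library above 3 counts, so this mean is not a measured fold. With the length and GC correction, class II presentation was lost at -0.24, class I at 0.082 and complement at 0.54, and with the block added at -0.0032, 0.049 and 0.64. The homeostatic set passed at 0.091 with upper-quartile scaling and turned to -0.046 with totals only, a change close in size to the shift of all genes. With the replicate block, class II presentation turned to 0.18 and the endothelial set to 0.087, and the interferon mean was 1.66. Leaving out a library moved the set means from 0.050 to 0.099 (homeostatic), from -0.16 to 0.25 (class II), from -0.015 to 0.32 (endothelial), from 1.26 to 3.98 (neuron) and from 1.06 to 2.89 (astrocyte). The expression filter was rerun in each such fit, so the tested members of some sets changed. The neuron mean of 3.98 rests on 16 genes and that of 1.26 on 9, against 10 in the main fit. These ranges thus do not show the effect of a library alone. The disease-associated microglia, proliferation and interferon sets passed in all 8 fits. Their means ran from 0.88 to 1.62, from 1.83 to 3.07 and from 0.90 to 1.37, in that order. Their medians ran from 0.59 to 0.69, from 0.76 to 1.77 and from 0.59 to 0.95. The astrocyte set lost its call in 5 of these 8 fits (camera in limma, adjusted p from 0.0069 to 0.193 over the 8) and the neuron set in 1, without plasma-positive replicate 2 (adjusted p = 0.289). The homeostatic set passed in 2 of the 8, without plasma-negative replicate 4 (0.0134) and without plasma-positive replicate 2 (0.0147). Its summed CPM, a measure added after seeing the data, was 127579 ± 8292 in plasma-negative and 147343 ± 5159 in plasma-positive libraries (SD, n = 4; exact permutation p = 0.0286, adjusted over 20 sets 0.044). That p is the smallest the design allows and 13 of the 20 sets share it. Against this, the set mean was 0.0027 with the length and GC correction (camera in limma, adjusted p = 0.859) and 0.0044 with the block added (0.931), and with the inter-gene correlation estimated the adjusted p was 0.518. A call for this set thus depends on the setting.

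The counted share kept a difference of 12.8 points with the replicate block, where 4 pairs cannot give an exact p below 0.125, and the same limit holds for the separation of 15.9 under the block. Leaving out a library gave separations from 4.15 to 10.9, with an exact permutation p of 0.0571 for each left-out plasma-positive library. The difference in log2 total counts ran from -0.33 to 0.62, and was negative without plasma-negative replicate 4. The low depth of that library limits what can be said of genes with few counts.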

Other observations

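The tests of marker carry-over and of the number of molecules, and the limit of 0.1 on how far the correction moved a gene, were chosen after the results were seen. The length and GC correction was chosen after the data had been examined, with its 50% limit set before its own result was seen, and the other tests below were set before their results.

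With 8 splits of the libraries that part all 4 same-numbered pairs, the smallest share a split can reach is 0.125, so these splits alone cannot exclude an arbitrary grouping. In 1 of the 8, the real one, 187 genes were called, and the other 7 gave 0 calls, with at most 803 genes at an unadjusted p under 0.05 against 1831. The same held for calls in the larger direction (1 of 8) and in the smaller direction (1 of 8). For gene sets, 1 of 8 splits gave 14, and the most in another was 11. Over all 35 splits, the other 34 also gave 0 called genes and at most 11 gene sets. Camera with a fixed correlation passed a median of 3 sets over those 34 splits, so a single set past the threshold does not by itself mark the real grouping. Each side of these 34 splits mixes the real groups, which widens the spread within it. Their 0 gene calls therefore cannot show whether a called gene is stronger evidence than a set.

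The genes called lower were long and often non-coding. After the length and GC correction, 45 of the 187 calls stayed past the threshold in the same direction (31 higher, 14 lower), which is under that 50% limit, so a length- or GC-related difference between the libraries may account for many of the calls. Of the 45, 11 had a group with no library above 3 counts, Ccl5 and Ccnb2 among them, where the size of the change is not measured. Of the other 34, 11 moved toward 0 by at least 0.1 on the log2 scale and still passed, so the modelled length and GC trend does not fully explain these 11. They include Malat1 (-1.05 to -0.93), Apoe (3.07 to 2.87), Ctss (0.59 to 0.46), Lyz2 (1.24 to 1.06) and Luc7l2 (-1.43 to -1.10). The remaining 23 moved less or away from 0, such as Ctsb (0.44 to 0.46) and B2m (0.57 to 0.58), and their staying is no test of length or GC. Psap (0.43 to 0.24), Cst3 (0.44 to 0.19) and C1qb (0.41 to 0.15) lost the call with a smaller change. Fcgr2b (0.51 to 0.55) and Csf1r (0.28 to 0.25) lost it with little or no shrinkage. A lost call alone thus does not show an effect of length or GC content. Of the 47 called genes that are named, 17 stayed and 30 did not, and 9 genes in all passed with the block and the correction both together and apart.

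Another candidate explanation is less unspliced or nuclear RNA in the plasma-positive libraries. Plasma-negative replicate 4, whose counted share lies closest to the plasma-positive ones, was projected onto genes called without it. It lay a fraction of 0.258 of the way toward the plasma-positive mean over 178 genes above 32 CPM, while the other plasma-negative libraries, treated the same way, lay 0.051 to 0.135 of the way. The 32 CPM limit was not part of the test as first set; without it the fractions were 0.244 and 0.0953 to 0.116. By its counted share this library would lie at 0.393. The other plasma-negative libraries would lie at -0.12, -0.16 and -0.17, and lay at 0.135, 0.051 and 0.084. Genes called without a library move it toward the plasma-positive group by selection, so the sides on which these 3 lay are no evidence, and only the order of the libraries can be read. Replicate 4 lay farthest toward the plasma-positive group by both measures, which with 4 libraries is weak evidence of a shared technical axis. The intronic ratio described above did not separate the groups fully either. Malat1 took 0.698% ± 0.075 of counts in plasma-negative and 0.311% ± 0.020 in plasma-positive libraries (SD, n = 4; exact permutation p = 0.0286). A biological change in long or nuclear transcripts cannot be told apart from a difference in RNA recovery here.

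After thinning to the smallest total, 17 genes had at least 3 counts in every plasma-positive library and 0 in every plasma-negative one, and 6 genes the reverse. Only the real split, 1 of 35, gave as many as 23, and the most in another was 15. Fewer molecules in the plasma-negative libraries is not shown as the source, since the mean number of genes detected after thinning differed by 154.5 and the groups overlapped. The 17 include Ccl5, Cdc20, Ccnb2, Pomc and Mal.

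Markers of neurons, astrocytes and oligodendrocytes were past the threshold as sets, which may reflect carry-over of RNA from other cells. All 3 marker sums peaked in the same plasma-positive library, replicate 2, as carry-over would give, although with 4 libraries this is weak evidence. Single markers differed. Pomc, the called neuron marker, was lowest there, at 1.07 CPM against 2.09 to 11.3 CPM in the other plasma-positive libraries. Mal, the called oligodendrocyte marker, peaked in replicate 2, at 27.2 CPM against 2.54 to 7.37 CPM. The oligodendrocyte set did not rest on that library alone, since it passed in all 8 fits that left out a library. Without replicate 2 its mean log2 change was 1.16 and its median 0.43 (camera in limma, adjusted p = 0.00732, the highest of the 8, the lowest being 1.33e-05). Its summed markers were 182 ± 34.6 CPM in plasma-negative and 344 ± 148 CPM in plasma-positive libraries (SD, n = 4; exact permutation p = 0.0571). Summed neuron markers were 412 CPM in that library and between 18 and 112 CPM in the other plasma-positive ones, against 7.4 to 40.5 CPM in plasma-negative libraries (exact permutation p = 0.257). Summed astrocyte markers were 257 ± 61.3 CPM in plasma-positive and 255 ± 49.8 CPM in plasma-negative libraries (SD, n = 4; exact permutation p = 0.83), so the set result for astrocytes rests on its low-expressed members.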
